# Expression of the lncRNA Maternally Expressed Gene 3 (MEG3) Contributes to the Control of Lung Cancer Cell Proliferation by the Rb Pathway

**DOI:** 10.1371/journal.pone.0166363

**Published:** 2016-11-10

**Authors:** Traci L. Kruer, Susan M. Dougherty, Lindsey Reynolds, Elizabeth Long, Tanya de Silva, William W. Lockwood, Brian F. Clem

## Abstract

Maternally expressed gene 3 (*MEG3*, mouse homolog *Gtl2*) encodes a long noncoding RNA (lncRNA) that is expressed in many normal tissues, but is suppressed in various cancer cell lines and tumors, suggesting it plays a functional role as a tumor suppressor. Hypermethylation has been shown to contribute to this loss of expression. We now demonstrate that MEG3 expression is regulated by the retinoblastoma protein (Rb) pathway and correlates with a change in cell proliferation. Microarray analysis of mouse embryonic fibroblasts (MEFs) isolated from mice with genetic deletion of all three Rb family members (TKO) revealed a significant silencing of Gtl2/MEG3 expression compared to WT MEFs, and re-expression of Gtl2/MEG3 caused decrease in cell proliferation and increased apoptosis. MEG3 levels also were suppressed in A549 lung cancer cells compared with normal human bronchial epithelial (NHBE) cells, and, similar to the TKO cells, re-constitution of MEG3 led to a decrease in cell proliferation and elevated apoptosis. Activation of pRb by treatment of A549 and SK-MES-1 cells with palbociclib, a CDK4/6 inhibitor, increased the expression of MEG3 in a dose-dependent manner, while knockdown of pRb/p107 attenuated this effect. In addition, expression of phosphorylation-deficient mutant of pRb increased MEG3 levels in both lung cancer cell types. Treatment of these cells with palbociclib also decreased the expression of pRb-regulated DNA methyltransferase 1 (DNMT1), while conversely, knockdown of DNMT1 resulted in increased expression of MEG3. As gene methylation has been suggested for MEG3 regulation, we found that palbociclib resulted in decreased methylation of the MEG3 locus similar to that observed with 5-aza-deoxycytidine. Anti-sense oligonucleotide silencing of drug-induced MEG3 expression in A549 and SK-MES-1 cells partially rescued the palbociclib-mediated decrease in cell proliferation, while analysis of the TCGA database revealed decreased MEG3 expression in human lung tumors harboring a disrupted RB pathway. Together, these data suggest that disruption of the pRb-DNMT1 pathway leads to a decrease in MEG3 expression, thereby contributing to the pro-proliferative state of certain cancer cells.

## Introduction

The retinoblastoma tumor suppressor (pRb) pathway is disrupted in many human cancers. pRb regulates cell cycle progression and proliferation by binding to the E2F family of transcription factors and repressing their activity. For cell cycle progression to occur, pRb must be inactivated through phosphorylation by cyclin dependent kinases (CDKs), specifically CDK4 and CDK6 [1]. This phosphorylation causes pRb to dissociate from the E2F transcription factors, allowing transcription of genes required for S-phase and G2/M progression.

While the Rb pathway is a major driver controlling cell division, other mechanisms also function to regulate cell cycle progression and cell proliferation, including downstream effectors of certain miRNAs and long non-coding RNAs (lncRNAs). Specifically, the lncRNA maternally expressed gene 3 (MEG3) has been shown to function as a tumor suppressor and inhibit cell proliferation in a number of human cancer cell lines [2–7]. Although the mechanism for this is unclear, MEG3 has been shown to inhibit cell proliferation by both activation of p53, and by targeting the TGF-β pathway through direct chromatin interactions [3, 7, 8].

MEG3 is a maternally imprinted gene located on chromosome 14q32.3 and was first identified as its mouse homologue Gtl2 [9]. Imprinting of this gene is controlled by the upstream intergenic differentially methylated region (IG-DMR) [10]. MEG3 is expressed in a variety or normal tissues, however the expression has been lost in many human cancer cell lines and tumors (reviewed in [11]. Hypermethylation of both the MEG3 promoter and the IG-DMR have been shown to lead to loss of expression in human cancer cells [12, 13]. Previous studies have shown that inhibition or knockdown of DNA methyltransferase 1 (DNMT1) can restore MEG3 expression in human hepatocellular carcinoma cells and hepatic stellate cells [2, 14, 15]. The pRb/E2F1 pathway has previously been shown to negatively regulate DNMT1 and inactivation of this pathway led to hypermethylation and silencing of certain tumor suppressor genes [16].

In this study, we demonstrate a novel mechanism of the regulation of MEG3 expression by pRb through DNMT1. We show that activation of pRb by treatment of lung carcinoma cells with palbociclib, a CDK4/6 inhibitor, increased the expression of MEG3 in a pRb-specific manner. Importantly, silencing of drug-induced MEG3 expression partially rescued the palbociclib-mediated decrease in cell proliferation and analysis of human lung tumors revealed a decrease in MEG3 expression in cells harboring genetic alterations known to inactive the RB pathway. These data suggest that MEG3 is a downstream effector of the Rb pathway in controlling lung cancer proliferation.

## Materials and Methods

### Cell culture

TKO MEFs were originally provided by Julian Sage [17] and the A549 and SK-MES-1 lung cancer cells were obtained from ATCC. MEFs and A549 cells were cultured in DMEM (Gibco) supplemented with 10% fetal bovine serum (Hyclone) and 50 μg/ml gentamicin sulfate (Gibco). SK-MES-1 cells were cultured in RPMI-1640 (Gibco) supplemented with 10% fetal bovine serum (Hyclone) and 50 μg/ml gentamicin sulfate (Gibco). Palbociclib (PD0332991) was purchased from Selleck Chemicals. Cell number and viability was determined by trypan blue exclusion and enumeration using a hemocytometer.

### Microarray

In triplicate, 100 ng of total RNA from either WT or TKO MEFs was amplified and labeled following the Affymetrix (Santa Clara, CA) standard protocol for their 3’IVT Express Labeling Kit, followed by hybridization to Affymetrix MOE430 2.0 Expression arrays. The arrays were processed following the manufacturer recommended wash and stain protocol on an Affymetrix FS-450 fluidics station and scanned on an Affymetrix GeneChip^®^ 7G scanner using Command Console 3.1. The resulting.cel files were imported into Partek Genomics Suite 6.5 and transcripts were normalized and summarized using RMA as normalization and background correction method. Contrasts in a 1-way ANOVA were set up to compare the groups of interest. FDR was chosen as multiple test correction for the resulting p-values.

### Cell transfections

Cells were transfected with a plasmid encoding either mouse *Gtl2* (Origene), human *MEG3* (Origene), PSM-Rb or empty vector using Lipofectamine 2000 (Life Technologies). pQCXIH-PSM-Rb was a gift from Joseph Nevins (Addgene plasmid # 37106) and was sub-cloned into pcDNA3.1[18]. siRNA transfections were performed using RNAiMAX (Life Technologies) with the following siRNAs at a concentration of 45 nM: RB1 (Ambion: s522), p107 (RBL1) (Ambion: s11853), DNMT1 (Ambion: s4215). For MEG3 knockdown, cells were transfected with 10 nM control LNA GapmeR antisense oligonucleotide (ASO) or MEG3 LNA GapmeR ASO (Exiqon) using Lipofectamine RNAiMAX (Life Technologies) and allowed to incubate for 24 h prior to palbociclib treatment. The target sequence for MEG3 was as follows: 5’-GTAAGACAAGCAAGAG-3’.

### Real-time PCR

Total RNA was obtained using the RNeasy kit (Qiagen). The resulting total RNA (1 μg) was reverse transcribed using the High Capacity RNA-to-cDNA Kit (ABI). Gene expression was determined using specific Taqman Gene Expression Assays with the following probes: MEG3-HS00292028_m1, RB1-Hs01078066_m1, RBL1-Hs00765700_m1, DNMT1-Hs00945875_m1, β-actin-Hs01060665_g1 (ABI). β-actin was used as an internal control.

### Western Blotting

Western blot analysis was performed on protein lysates from A549 and SK-MES-1 cells using antibodies against phospho-Rb (S780, Cell Signaling), total Rb (4H1, Cell Signaling)or p107 (13354-1-AP, Proteintech). PSM-Rb was detected using Rb antibody C-15 (Santa Cruz).

### Cell Cycle, Apoptosis and BRDU Analysis

For cell cycle analysis, cells were washed in PBS and fixed in 70% ethanol for 24 h at -20°C. After fixation, cells were washed with PBS and stained with 50 μg/ml propidium iodide (PI) containing 200 mg/ml RNase A at 37°C for 30 min. in the dark and analyzed by flow cytometry. Apoptosis was measured using the FITC Annexin V Apoptosis Detection Kit I (BD Pharmingen) and measured by flow cytometry. Cell proliferation was measured by BrdU incorporation using a BrdU Flow Kit (BD Pharmingen) according to the manufacturer’s instructions. Cells were analyzed by flow cytometry using a FACSCalibur (BD Biosciences) and data analyzed using FloJo (TreeStar).

### Methylation-Specific PCR (MSP)

Cells were treated with either 1 μM 5-aza-2’-deoxycytidine (5-azadC) (Sigma-Aldrich) or 1 μM palbociclib for 48 h. Genomic DNA was extracted using the QIAamp DNA mini kit (Qiagen) and bisulphite treatment was performed using the EZ DNA methylation kit (Zymo Research). The methylation status of MEG3 was determined by MSP as previously described [19].

### Genomic analyses of human lung adenocarcinomas

Genomic data for 230 lung adenocarcinomas from The Cancer Genome Atlas was downloaded from the cBIO Portal (PMID: 23550210 & 22588877) including mutation (from whole exome-sequencing), putative copy-number alteration (from GISTIC) and mRNA Expression (RSEM and z-Scores from RNA-Seq) for *RB1*, *CDKN2A*, *CCND1* and *MEG3*. Genes status was the determined as mutated (non-silent coding mutation), homozygously deleted (GISTIC value <-2) or over/underexpressed (RNA-seq z-score >2 or <-2 respectively. The different dimensions of data were for each gene were then aligned and the RB pathway was considered disrupted in a tumour if one of the following events occurred: 1) RB1 mutation/homozygous deletion/underexpression; 2) CDKN2A mutation/homozygous deletion/underexpression; or 3) CCND1 overexpression. *MEG3* expression (RNA-seq RSEM values) were then plotted along with the disruption status of all genes and the RB pathway using GENE-E software (http://www.broadinstitute.org/cancer/software/GENE-E/index.html) and the expression of *MEG3* between the RB disrupted and non-disrupted groups was compared using an unpaired t test with Welch’s correction and plotted using Prism Graphpad software.

### Statistical Analysis

Statistical significance between the means of two experimental groups (empty vector versus Gtl2/MEG3, vehicle versus palbociclib, control versus PSM, or control versus specific siRNA) for cell number, cell cycle analysis, apoptosis, real-time PCR measurements, phospho/total RB expression, and BrdU incorporation was determined by two-tailed student t-test using Graphpad Prism. *P* ≤ 0.05 was considered statistically significant.

## Results

### Gtl2 is down-regulated in Rb-family triple knock-out (TKO) MEF cells and re-expression suppresses proliferation and increases apoptosis

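RNA of mouse embryonic fibroblasts (MEFs), cells grown out of mouse embryos, was measured on 12 Affymetrix MOE430 2.0 arrays, with 3 arrays in each of 4 groups. The groups were wild type (WT) MEFs, MEFs labelled as lacking Rb1 (Rb1KO), MEFs lacking Rb1, Rbl1 and Rbl2 (TKO), and TKO MEFs labelled as carrying mutated Ras (TKO-Ras). The paper describes the WT and TKO arrays, and the other groups are known from the sample labels. The labels call the 3 arrays of a group biological replicates and do not say whether they came from separate embryos or cultures, so each error covers the spread between these RNA samples. Of the genes deleted in TKO MEFs, Rbl1 lay between 8.18 and 8.32 on the log2 scale on the WT arrays and between 4.42 and 5.12 on the TKO arrays, where it was at background and at least 8.65-fold lower (adjusted p = 5.8e-06 from limma). Rbl2 lay between 7.54 and 7.90 on the WT arrays and between 5.27 and 5.71 on the TKO arrays, a log2 fold change of -2.27 (adjusted p = 3.6e-05). Rb1 lay between 8.31 and 8.70 on the WT arrays and between 6.97 and 7.43 on the TKO arrays, a log2 fold change of -1.36 (adjusted p = 6.8e-05). A probe set that reads outside the deleted part of a gene can keep a signal, and the deleted parts are not given in the labels. On the arrays labelled Rb1KO, Rb1 lay between 7.51 and 7.74, Rbl1 between 8.32 and 9.00, and Rbl2 between 3.80 and 4.47, below its level in TKO MEFs. On the TKO-Ras arrays Rb1 lay between 7.45 and 7.66, Rbl1 between 4.00 and 4.99, and Rbl2 between 4.60 and 5.35. The authors' values are 1 number per probe set and array, made by RMA (background correction, quantile normalization between arrays and a summary over the probes) in Partek Genomics Suite 6.5. The log2 scale was read from the values themselves, which run from 2.18 to 14.92 with array medians of 5.34 to 5.41. All 4 groups were fitted together with limma, which shares information on the spread across the 45037 probe sets, and p-values were adjusted by the Benjamini-Hochberg method over all of them. A gene is read from its probe set with the highest mean over the 12 arrays. A value of 5.13 was taken as the background level, the 95th percentile of 44 probe sets of olfactory receptor genes. Pairs of WT arrays correlated across probe sets at r = 0.9695 to 0.9946 and pairs of TKO arrays at 0.9907 to 0.9937, and the lowest mean correlation with its own group, 0.974, was that of WT replicate 3. The number of arrays limits the precision.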

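Gtl2, listed under its symbol Meg3, is a noncoding RNA of the imprinted Dlk1-Dio3 locus, and all 11 of its probe sets fell in TKO MEFs. On the probe set from which the gene is read (1439380_x_at) the mean log2 value was 12.84 ± 0.09 (SD, n = 3 arrays) in WT MEFs and 5.83 ± 0.24 (SD, n = 3) in TKO MEFs. This is a log2 fold change of -7.01 (standard error 0.205, adjusted p = 8.0e-09 from limma), or a 129-fold decrease. The difference is far larger than the spread between replicates, since the WT arrays lay between 12.75 and 12.94 and the TKO arrays between 5.56 and 6.01. Its neighbours in the locus fell as well. Rian, another noncoding RNA of the locus, had a mean log2 value of 11.06 ± 0.35 (SD, n = 3) in WT MEFs and, on the probe set from which it is read, was at background in TKO MEFs, at least 60.9-fold lower (adjusted p = 3.1e-07). On another of its probe sets, where 2 of the 3 TKO arrays were above background, its log2 fold change was -2.90 (adjusted p = 3.5e-07). Mirg, a noncoding RNA that hosts microRNAs, was at background in TKO MEFs and at least 1.67-fold lower (adjusted p = 7.0e-04), and on its other probe set, brighter in WT MEFs, at least 6.32-fold lower (adjusted p = 1.2e-07). Dlk1, a protein-coding gene of the same imprinted cluster, had a log2 fold change of -1.65 (adjusted p = 0.0074), a call that is lost when probe sets with a suffix are left out. All 4 measured genes of the 7 in the list of the locus fell, and all 4 did so when adjusted over the list alone. As a set they were lower than other genes by limma's camera test (adjusted p = 1.5e-06 with a preset correlation between genes of 0.01), but not with the correlation estimated from the arrays (adjusted p = 0.063 with an estimated correlation). By fry, which asks whether the genes of a list move on balance in 1 direction, they moved down (adjusted p = 1.0e-06). The fold of Gtl2 depends on the probe set: it was at least 257 on 1452905_at, which was at background in TKO MEFs, and 1.29 on 1436057_at, close to background in both groups, and 8 of the 11 probe sets fell by 2-fold or more. From the comparison of the WT and TKO arrays, followed by qPCR of Gtl2, the paper states that Gtl2 is down-regulated when the Rb family is deleted.

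**Figure D1:**
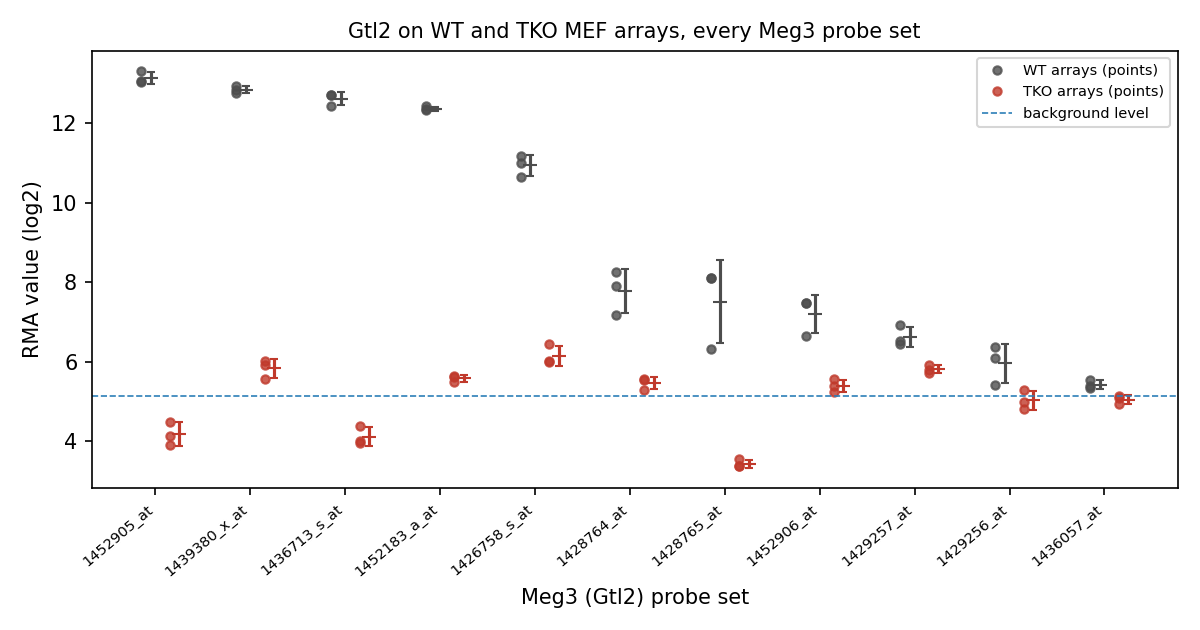
RMA values (log2) of the 11 Gtl2 (Meg3) probe sets on the WT and TKO arrays, with 1 point per array, the mean and SD of 3 arrays beside the points, and a dashed line at the background level of 5.13. On 1439380_x_at the WT arrays sit between 12.75 and 12.94 and the TKO arrays between 5.56 and 6.01.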

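Genes of cell division were higher in TKO MEFs. All 32 measured genes of DNA replication and nucleotide synthesis that are known targets of E2F, the transcription factors held back by the Rb family, rose by 2-fold or more, with a median log2 fold change of 1.73 (1.71 with Tyms, at background in WT MEFs, at its lower bound). Cdc6, which loads the replicative helicase, rose from 7.05 to 9.90 (log2 fold change 2.85, standard error 0.215, adjusted p = 7.0e-06 from limma). Mcm3, a subunit of that helicase, rose by 2.18, the helicase factor Gins1 by 2.41 and thymidine kinase Tk1 by 2.23 on the log2 scale. Of 18 regulators of the G1/S transition that are E2F targets, 14 rose, none fell and 4 did not pass the test, with log2 fold changes of 2.10 for E2f8, 1.77 for Mybl2 and 1.59 for the kinase inhibitor Cdkn2c. Of 29 genes of mitosis, 26 rose and 3 did not pass, and the mitotic kinase Aurkb rose by 2.11, Birc5 by 1.75 and the checkpoint kinase Ttk by 1.69. Adjusted over the list alone, 32, 14 and 28 genes of these 3 lists rose. Of 35 extracellular matrix and fibroblast genes, 17 fell, 2 rose and 16 did not pass (19 lower and 3 higher when adjusted over the list alone). Thy1, a surface protein of fibroblasts, was at least 51.9-fold lower, the matrix protein Tnc had a log2 fold change of -2.95 and the matrix protease Mmp2 one of -2.45, while the microfibril protein Mfap5 rose by 2.80 (1.97 without WT replicate 3). Of 12 INK4 and CIP/KIP inhibitors, D cyclins and their kinases, 4 fell, 2 rose and 6 did not pass, with the same counts when adjusted over the list alone. Cdkn2a, which encodes p16 and Arf, fell from 12.08 ± 0.89 to 5.46 ± 1.2 (SD, n = 3; log2 fold change -6.62, -5.93 without TKO replicate 3, adjusted p = 1.5e-05 from limma). Its neighbour Cdkn2b was at least 42.6-fold lower, and the cyclin Ccnd2 had a log2 fold change of -2.92. Ccnd1 had a log2 fold change of -0.44 (adjusted p = 0.43), Cdk4 one of 0.27 (adjusted p = 0.31) and Cdk6 one of -0.10 (adjusted p = 0.86), which turns above 0 without WT replicate 1 or WT replicate 2. Of 28 p53 targets, 27 did not pass, 1 fell and none rose (none in either direction when adjusted over the list alone). In all, 4725 of the 45037 probe sets were higher and 4060 lower in TKO MEFs, and at 2-fold or more 1414 were higher and 1720 lower. With cyclic loess between arrays the first balance turned, to 3988 higher and 4761 lower, and with arrays centred on their median the balance at 2-fold or more turned, to 1593 higher and 1579 lower. By camera with its preset correlation the DNA replication, G1/S, mitosis and extracellular matrix lists moved as sets (adjusted p = 3.6e-27, 2.3e-07, 2.4e-14 and 2.6e-08), and none of them passed with the correlation estimated (adjusted p = 0.092, 0.11, 0.16 and 0.063 with an estimated correlation). By fry the first 3 lists moved up and the matrix list down (adjusted p = 3.2e-06, 4.3e-05, 9.1e-05 and 2.15e-05, in that order). The inhibitor and cyclin list (adjusted p = 0.11) and the p53 targets (adjusted p = 0.88) did not pass camera with either correlation. By fry the inhibitor and cyclin list moved down (adjusted p = 1.6e-04) and the p53 targets did not pass (adjusted p = 0.83). WT replicate 3 stands apart from the other WT arrays, and without WT replicate 3 the counts were 6 lower and 1 higher for p53 targets and 18 lower and 6 higher for extracellular matrix and fibroblast genes.

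**Figure D2:**
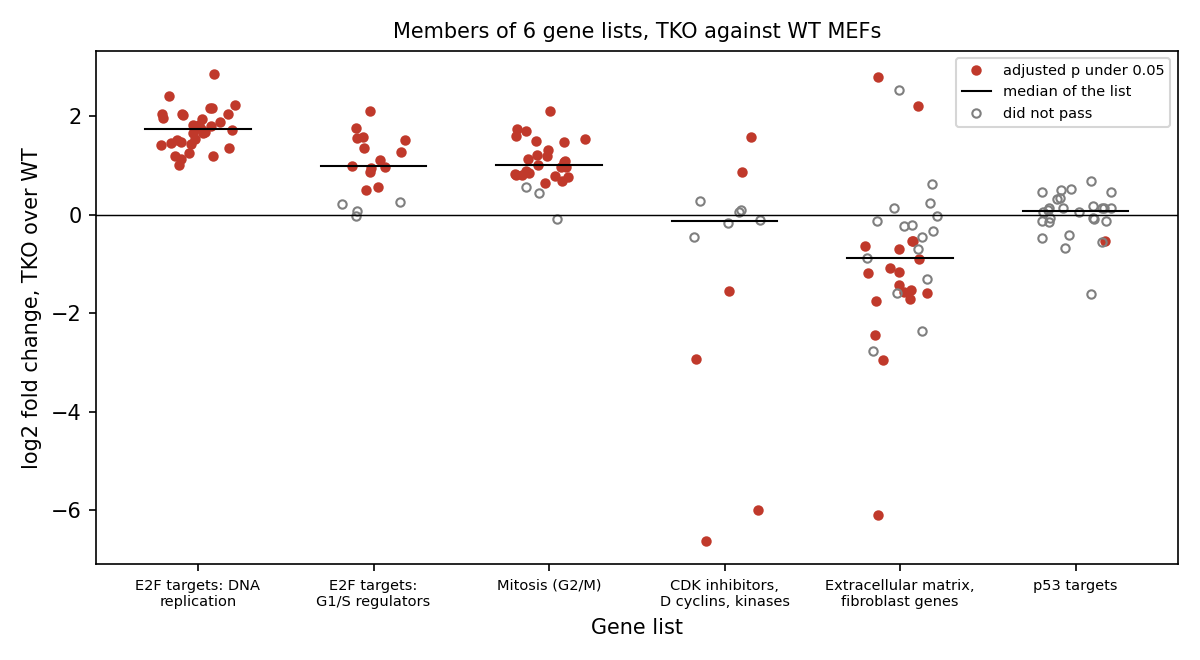
Log2 fold change, TKO over WT, of each measured member of 6 gene lists, with filled points for an adjusted p under 0.05, open points for genes that did not pass, and a line at the median of each list. All 32 points of the DNA replication list lie above 0, and its median is 1.73.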

Microarray analysis comparing WT mouse embryonic fibroblasts (MEFs) and MEFs isolated from mice genetically deleted of all three Rb family members (Rb-1, Rbl1 and Rbl2) [TKO] revealed that Gtl2 expression is significantly decreased in TKO MEFs compared to WT MEFs (76-fold decrease, p = 4x10^-13^). These results were subsequently confirmed through qPCR analysis of Gtl2 expression (Fig 1A). To determine the effect of Gtl2 re-expression on cell proliferation, TKO MEFs were transfected with either a plasmid encoding mouse Gtl2 or empty vector and viable cell number was determined at 48, 72 and 96 hours. Reconstitution of Gtl2 in the TKO MEFs (S1 Fig) significantly decreased proliferation at each time point compared to control (Fig 1B). To examine the effect of Gtl2 on cell cycle progression in TKO MEFs, propidium iodide staining was analyzed by flow cytometry (Fig 1C & 1D). Cells overexpressing Gtl2 showed an increase in the G1 phase and a decrease in G2/M. To determine if apoptosis also contributed to the decrease in cell number, the apoptotic rate of TKO MEFs transfected with either a plasmid encoding mouse Gtl2 or empty vector was measure by flow cytometry (Fig 1E & 1F). Cells transfected with Gtl2 showed an increase in apoptosis compared to cells transfected with empty vector.

**Fig 1:**
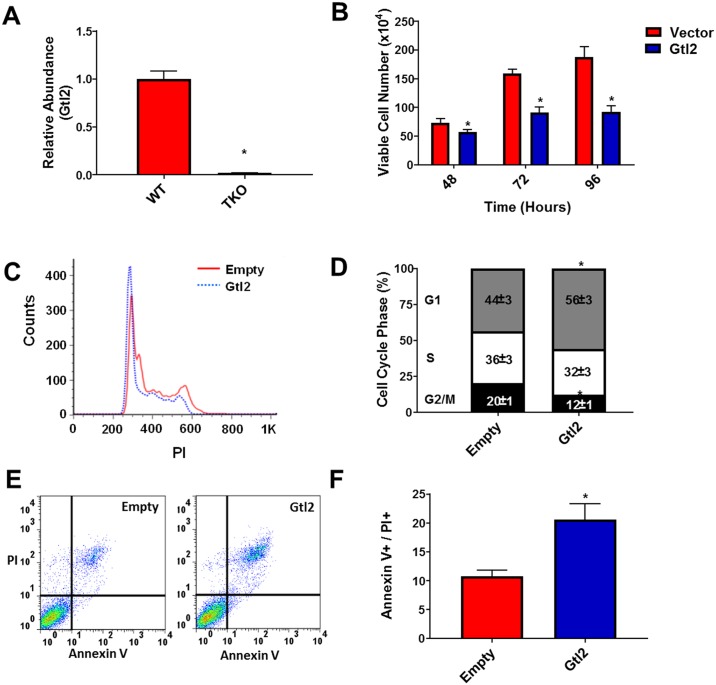
Gtl2 is down-regulated in Rb-family triple knock-out (TKO) MEF cells and re-expression inhibits proliferation and increases apoptosis. (A) Relative expression of Gtl2 was determined by qPCR in WT and TKO MEFs. (B) TKO MEFs were transfected with either a plasmid encoding mouse Gtl2 or empty vector and viable cell number was determined at 48, 72 and 96 h. Results are shown as mean ± S.D. for results from at least three independent experiments. (C&D) Distribution of the cells in the G1, S and G2/M phases of the cell cycle after 48 h by propidium iodide (PI) staining and flow cytometry. (E&F) Apoptotic rates were measured by the presence of PI and Annexin V positive cells after 48 h by flow cytometry. *p<0.05.

### Inactivation of Rb leads to decreased expression of MEG3 and re-expression inhibits proliferation in human lung adenocarcinoma cells

To correlate the above findings to human cancer, we analyzed MEG3 expression in A549 lung adenocarcinoma cells, which harbor a p16 deletion that subsequently leads to pRb inactivation. MEG3 levels were decreased in A549 cells compared with normal human bronchial epithelial (NHBE) cells (Fig 2A). To investigate the effect of MEG3 re-expression, A549 cells were transfected with either a plasmid encoding human MEG3 or empty vector and at 48, 72 and 96 h, re-expression of MEG3 (S1 Fig) led to a significant decrease in A549 cell number (Fig 2B). To examine the effect of MEG3 on cell cycle regulation in A549 cells, cell cycle progression was analyzed by flow cytometry (Fig 2C & 2D). Cells overexpressing MEG3 showed a cell cycle arrest at G1 and had a significantly decreased G2/M phase. To determine if apoptosis also contributed to the decrease in cell number, AnnexinV/PI staining of A549 cells transfected with either a plasmid encoding mouse Gtl2 or empty vector was measure by flow cytometry (Fig 2E & 2F). Cells transfected with MEG3 showed an increase in apoptosis compared to cells transfected with empty vector. These results are consistent with the results observed for the TKO MEFS as well as with a previous study by Lu *et al*. that showed a G1 cell cycle arrest and increase in apoptosis in A549 cells after re-expression of MEG3 [3].

**Fig 2:**
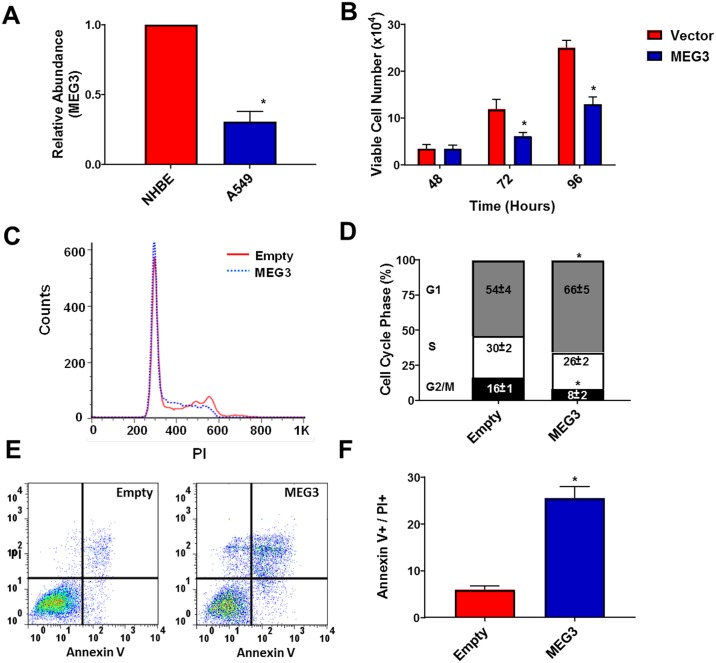
Inactivation of Rb leads to decreased expression of MEG3 and re-expression inhibits proliferation in A549 cells. (A) Relative expression of MEG3 was determined by qPCR in NHBE and A549 (p16 deletion) lung cancer cells. (B) A549 cells were transfected with either a plasmid encoding human MEG3 or empty vector and viable cell number was determined at 48, 72 and 96 h Results are shown as mean ± S.D. for results from at least three independent experiments. (C&D) Distribution of the cells in the G1, S and G2/M phases of the cell cycle after 48 h by propidium iodide (PI) staining and flow cytometry. (E&F) Apoptotic rates were measured by the presence of PI and Annexin V positive cells after 48 h by flow cytometry. *p<0.05.

### Activation of pRb increases the expression of MEG3

To activate the pRb pathway within the A549 and SK-MES-1 lung cancer lines, cells were treated with increasing concentrations of the CDK4/6 inhibitor, palbociclib. As measured by qPCR, expression of MEG3 increased in a dose-dependent manner following treatment with palbociclib (Fig 3A & 3B). In both the SK-MES-1 and A549 cells, Rb activation was confirmed by a decrease in phospho-Rb levels upon palbociclib treatment compared to control cells (Fig 3C & 3D). To verify that the increased MEG3 expression is mediated by pRb, cells were transfected with either a control siRNA or siRNAs to both pRb and p107 and subsequently treated with palbociclib for 48 h. Knockdown of pRb/p107 in A549 & SK-MES-1 cells significantly reduced the expression of MEG3 after treatment with palbociclib (Fig 4A & 4C). Knockdown of Rb and p107 was confirmed by qPCR (S2 Fig) and western blot (Fig 4B & 4D). To further verify that the increase in MEG3 is mediated by active Rb, A549 and SK-MES-1 cells were transfected with a constitutively active form of Rb (PSM-Rb) (Fig 5A). After transfection with PSM-Rb for 48 h, both cell lines showed an increase of MEG3 expression and a decrease in viable cell number compared to cells transfected with empty vector (Fig 5B & 5C). Together, these data indicate that MEG3 is a downstream target of the Rb pathway.

**Fig 3:**
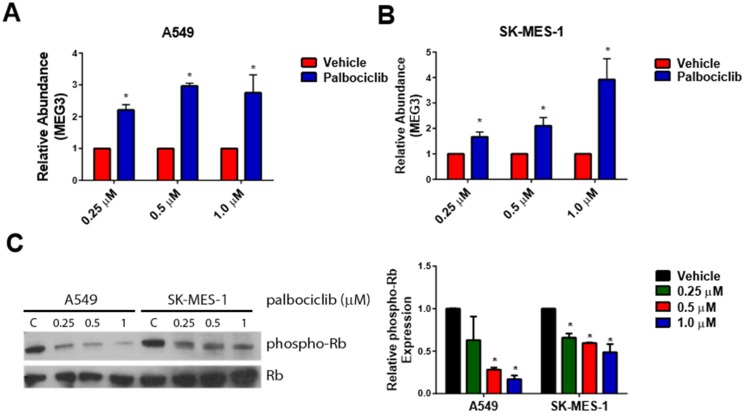
Treatment of A549 & SK-MES-1 cells with palbociclib increases expression of MEG3 in a dose-dependent manner. Relative expression of MEG3 was determined by qPCR in (A) A549 and (B) SK-MES-1 cells treated with increasing concentrations of palbociclib for 48 h. The relative abundance of MEG3 in cells treated with vehicle was set as 1. (C) Representative Western blot demonstrating phospho-Rb and total Rb in A549 and SK-MES-1 cells treated with increasing concentrations of palbociclib for 48 h. (D) Densitometry analysis of the ratio of phosphor-Rb/total Rb from A549 and SK-MES-1 cells treated with increasing concentrations of palbociclib for 48 h. Results are shown as mean ± S.D. for results from at least three independent experiments. *p<0.05.

**Fig 4:**
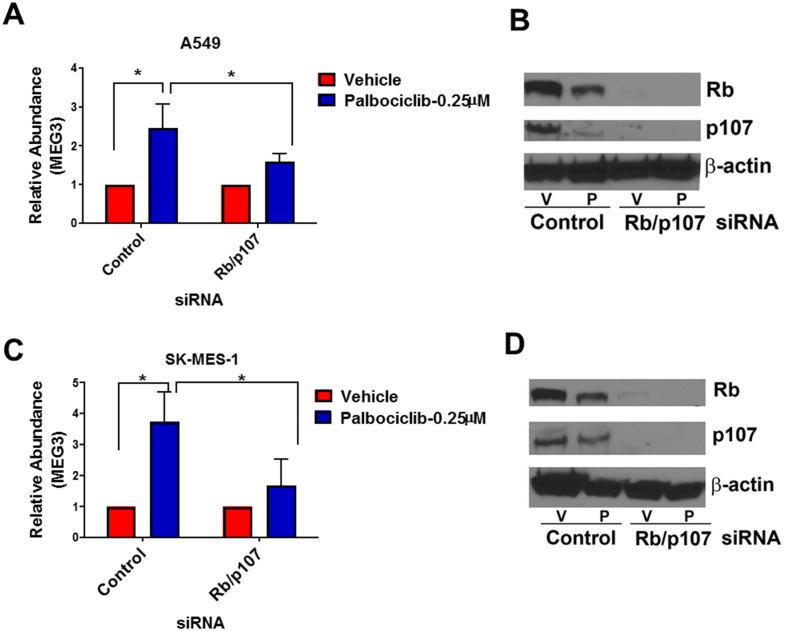
Knockdown of Rb and p107 suppresses the palbociclib-mediated induction of MEG3. Relative expression of MEG3 was determined by qPCR in (A) A549 and (C) SK-MES-1 cells transfected with either control or Rb/p107 siRNA followed by treatment with palbociclib. The relative abundance of MEG3 in cells treated with vehicle was set as 1. Knockdown of Rb and p107 were confirmed by western blot in (B) A549 and (D) SK-MES-1 cells transfected with either control or Rb/p107 siRNA followed by treatment with palbociclib (P).

**Fig 5:**
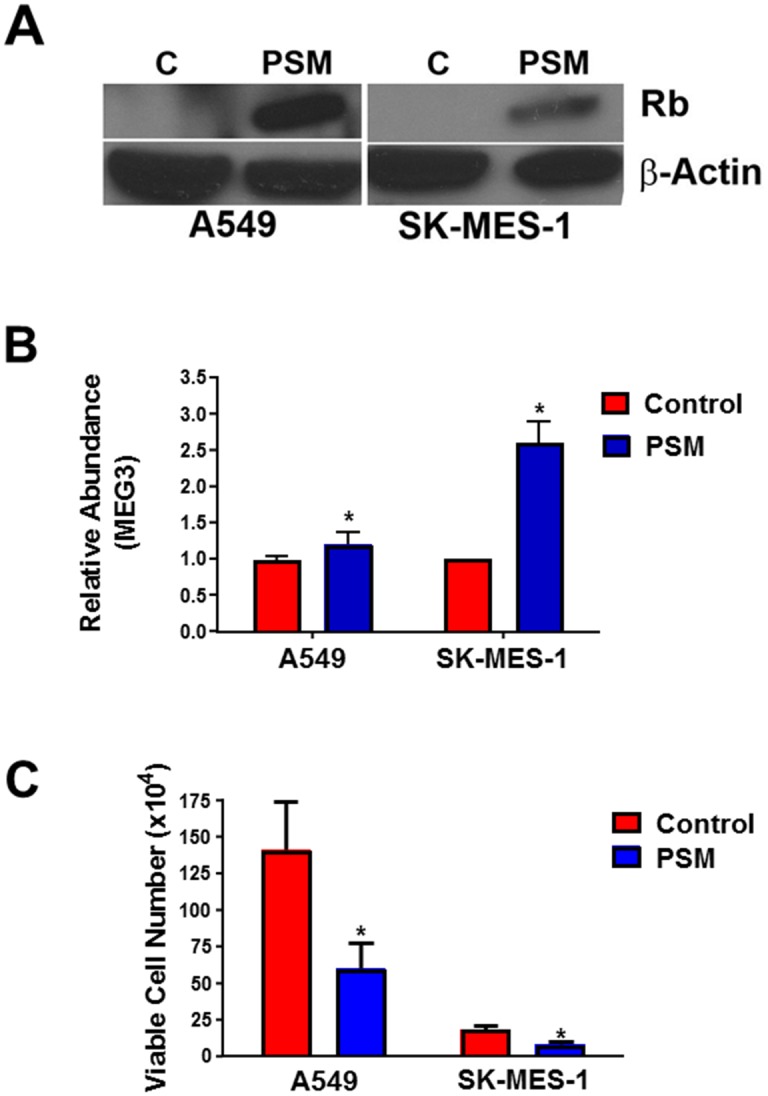
PSM-Rb increases MEG3 expression. A549 and SK-MES-1 cells were transfected with PSM-Rb or empty vector (control) for 48 h. (A) Expression of PSM-Rb was examined by western blot. (B) Relative expression of MEG3 was determined by qPCR. The relative abundance of MEG3 in cells transfected with empty vector was set as 1. (C) Viable cell number was determined.*p<0.05.

### Activation of pRb decreases expression of DNMT1 & MEG3 promoter methylation

We next investigated the mechanism by which the Rb pathway may control MEG expression. Since pRb is known to transcriptionally regulate DNMT1, we determined the effect of palbociclib mediated pRb activation on DNMT1 expression levels. When A549 and SK-MES-1 cells were treated with increasing concentrations of palbociclib, we found that expression of DNMT1 decreased in a dose-dependent manner following treatment with palbociclib (Fig 6A & 6B). Transfection with the constitutively active PSM-Rb also resulted in a decrease in DNMT1 levels after 48 h compared to cells transfected with empty vector (Fig 6C). Since DNMT1 has previously been shown to regulate MEG3 expression through methylation in human hepatocellular carcinoma and hepatic stellate cells [14, 15], we next wanted to determine the effect of DNMT1 knockdown on MEG3 levels within these lung cancer cell models. A549 and SK-MES-1 cells were transfected with either control or DNMT1 specific siRNA (S3 Fig) and silencing of DNMT1 resulted in increased expression of MEG3 in both cell types (Fig 6D). To determine if activation of Rb affects MEG3 promoter methylation, we performed methylation-specific PCR on cells treated with the methylation inhibitor 5-azadC or with palbociclib. In both cell types, treatment with either 5-azadC or with palbociclib resulted in an increase in the unmethylated state of MEG3 (Fig 6E & 6F). Together, these results demonstrate that Rb activation leads to decreased DNMT1 and decreased methylation of the MEG3 locus.

**Fig 6:**
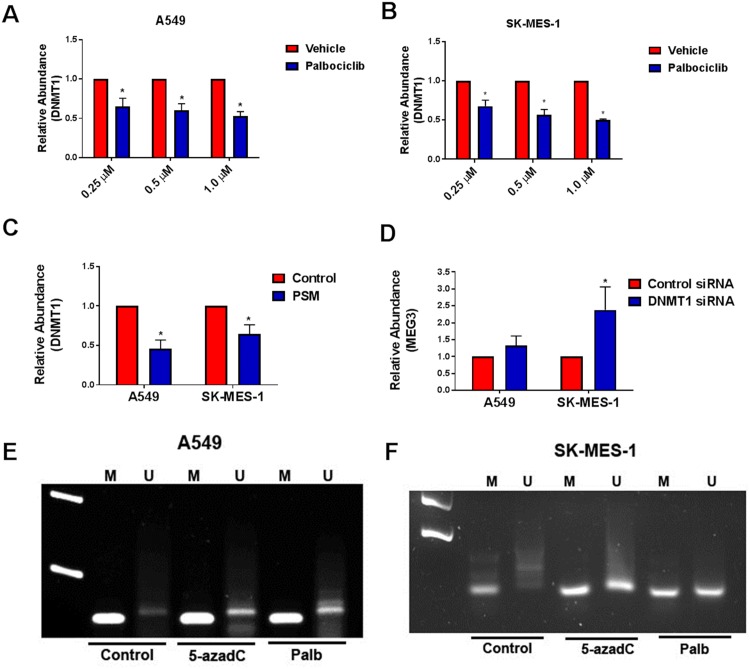
Effect of reactivation of Rb on DNMT1 expression and MEG3 promoter methylation. Relative expression of DNMT1 was determined by qPCR in (A) A549 and (B) SK-MES-1 cells treated with increasing concentrations of palbociclib for 48 h. The relative abundance of DNMT1 in cells treated with vehicle was set as 1. (C) Relative expression of DNMT1 was determined by qPCR in cells transfected with PSM-Rb or empty vector (control) for 48 h. The relative abundance of DNMT1 in cells treated with vehicle was set as 1. (D) Relative expression of MEG3 was determined by qPCR in A549 and SK-MES-1 cells transfected with either control or DNMT1 siRNA for 48 h. The relative abundance of MEG3 in cells treated with control siRNA was set as 1. *p<0.05. Results are shown as mean ± S.D. for results from at least three independent experiments. MSP analysis of MEG3 promoter methylation of (E) A549 and (F) SK-MES-1 cells treated with 5-azadC or palbociclib for 48 h. Representative results of PCR products of methylated (M) and unmethylated (U) alleles are shown for three independent experiments.

### Silencing of MEG3 partially rescues the palbociclib-mediated decrease in cell proliferation

Next, we wanted to determine whether silencing the palbociclib-mediated increase in MEG3 could rescue the drug induced decrease in cell proliferation. A549 and SK-MES-1 cells were transfected with control or MEG3 ASO for 24 h followed by treatment palbociclib. MEG3 expression levels were significantly decreased in cells treated with the MEG3 specific ASO compared to control after treatment with palbociclib in both cell types (Figs 7A & 8A). Loss of MEG3 expression partially rescued the palbociclib-mediated decrease in cell number (Figs 7B & 8B). Correspondingly, loss of MEG3 expression also resulted in increased cell proliferation measured by BrdU incorporation in palbociclib treated cells (Figs 7C, 7D, 8C and 8D). Combined, these studies suggest that MEG3 induction contribute, in part, to the decrease in cell proliferation upon Rb pathway activation.

**Fig 7:**
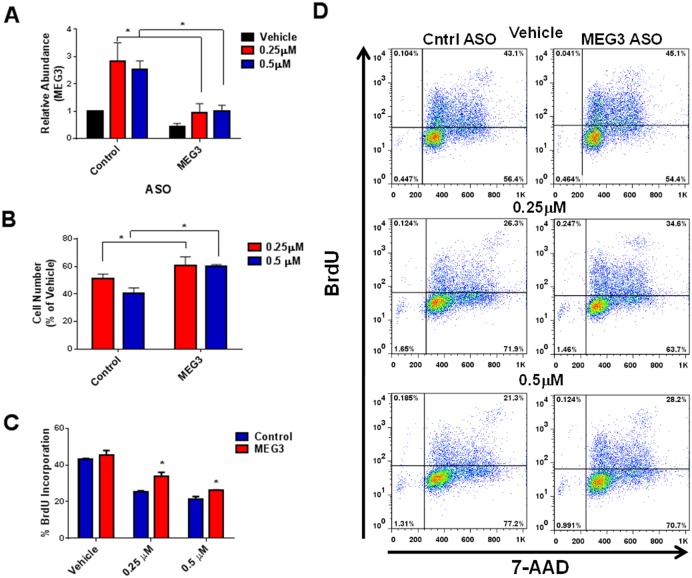
ASO treatment suppresses the palbociclib-mediated induction of MEG3 and decrease in cell proliferation in A549 cells. (A) Relative expression of MEG3 was determined by qPCR in A549 cells treated with control or MEG3 ASO for 24 h followed by treatment with 0.25 μM or 0.5 μM palbociclib for 48 h. The relative abundance of MEG3 in control ASO cells treated with vehicle was set as 1. Results are shown as mean ± S.D. for results from at least three independent experiments. (B) Viable cell number was calculated as percent of vehicle control. Results are shown as mean ± S.D. for results from at least three independent experiments. (C) BrdU incorporation was measured in cells treated with control or MEG3 ASO for 24 h followed by treatment with 0.25 μM or 0.5 μM palbociclib for 48 h. (D) Representative flow plots showing BrdU incorporation.

**Fig 8:**
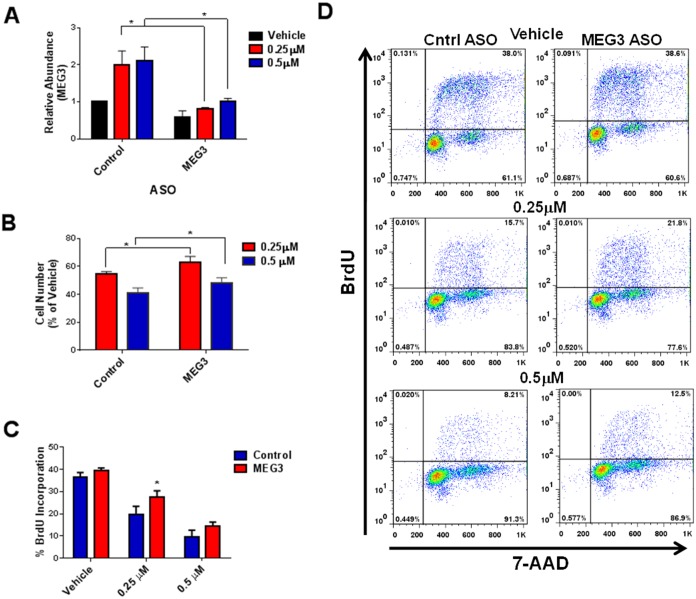
ASO treatment suppresses the palbociclib-mediated induction of MEG3 and decrease in cell proliferation in SK-MES-1 cells. (A) Relative expression of MEG3 was determined by qPCR in SK-MES-1 cells treated with control or MEG3 ASO for 24 h followed by treatment with 0.25 μM or 0.5 μM palbociclib for 48 h. The relative abundance of MEG3 in control ASO cells treated with vehicle was set as 1. Results are shown as mean ± S.D. for results from at least three independent experiments. (B) Viable cell number was calculated as percent of vehicle control. Results are shown as mean ± S.D. for results from at least three independent experiments. (C) BrdU incorporation was measured in cells treated with control or MEG3 ASO for 24 h followed by treatment with 0.25 μM or 0.5 μM palbociclib for 48 h. (D) Representative flow plots showing BrdU incorporation.

### MEG3 expression is lower in clinical lung adenocarcinomas with RB pathway inactivation

Finally, we wanted to determine if there is a relationship between MEG3 and Rb pathway disruption in human lung tumors. Genomic data from the lung adenocarcinoma TCGA dataset was downloaded from the cBIO portal. The RB pathway was considered disrupted in a tumor if one of the following events occurred: 1) RB1 mutation/homozygous deletion/underexpression; 2) CDKN2A mutation/homozygous deletion/underexpression; or 3) CCND1 overexpression. Tumors without any of these events were considered to have an active RB pathway. *MEG3* expression was then plotted for each group (Fig 9A) and compared between the groups (Fig 9B). The results demonstrate that MEG3 expression levels are significantly decreased in tumors with a disrupted Rb pathway.

**Fig 9:**
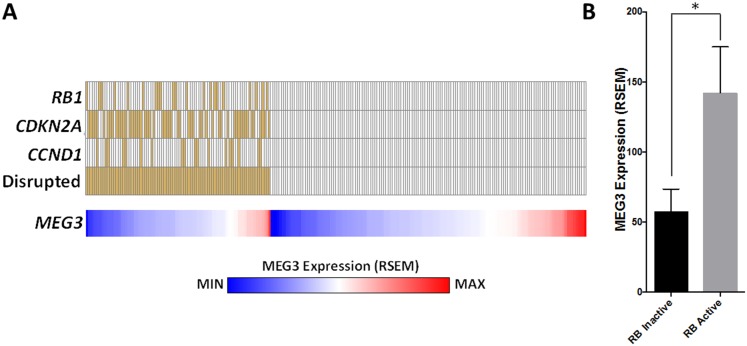
MEG3 expression is lower in clinical lung adenocarcinomas with RB pathway inactivation. Genomic data from the lung adenocarcinoma TCGA dataset was downloaded from the cBIO portal (n = 230). The RB pathway was considered disrupted in a tumor if one of the following events occurred: 1) RB1 mutation/homozygous deletion/underexpression; 2) CDKN2A mutation/homozygous deletion/underexpression; or 3) CCND1 overexpression. Tumors without any of these events were considered to have an active RB pathway. *MEG3* expression was then plotted for each group (A) and compared between the groups (B). *p≤0.01, Unpaired t test with Welch’s correction.

## Discussion

The pRb pathway plays a critical role in cell cycle progression and is disrupted in many human cancers. In the absence of a mitogenic or oncogenic signal, hypophosphorylated pRb forms a complex with the E2F family of transcription factors, which blocks the expression of several cell cycle regulatory genes causing cell cycle arrest. Genetic deletion, mutation or inactivation of pRb prevents the E2F complexes from forming, thereby promoting cell cycle progression and proliferation [20]. Although this canonical function of pRb has been well characterized, recent studies have revealed that pRb plays a role in the regulation of additional cellular processes, such as apoptosis, differentiation, and epithelial-to-mesenchymal transition [21–23]. In addition, both E2F dependent and independent mechanisms are being characterized that describe how pRb can control such a variety of cellular processes.

Our studies have identified a novel mechanism by which pRb controls cellular proliferation via increased expression of the lncRNA MEG3. Here, we have shown that activation of pRb causes decreased expression of DNMT1, allowing for increased MEG3 expression and decreased cancer cell growth. Activation of pRb by treatment with palbociclib or introduction of a constitutively active form of Rb increased the expression of MEG3 in a dose-dependent manner. Introduction of a constitutively active PSM-Rb also led to an increase in MEG3 expression. Notably, the palbociclib mediated decrease in MEG3 was attenuated by knockdown of pRb/p107, showing that this increased MEG3 expression is mediated through Rb pathway activation. Treatment with palbociclib and transfection of PSM-Rb decreased the expression of DNMT1, while, conversely, knockdown of DNMT1 resulted in increased expression of MEG3, indicating that DNMT1 contributes to the silencing of MEG3. This is consistent with results from He *et al*. that showed that MEG3 expression was increased with DNMT1 knockdown in human hepatic stellate cells [15]. In further support of methylation as a mechanism for Rb mediated regulation of MEG3, treatment with palbociclib also led to a change in methylation of the MEG3 promoter. Silencing of drug-induced MEG3 expression partially rescued the palbociclib-mediated decrease in cell proliferation. Finally, we found a correlation between Rb pathway disruption and MEG3 levels in human lung tumors, and taken together, these data suggest that disruption of the pRb-DNMT1 pathway leads to a decrease in MEG3 expression, thereby contributing to the pro-proliferative state of certain cancer cells.

The mechanisms by which MEG3 inhibits cell proliferation are still under investigation. Zhou *et al*. initially characterized MEG3 as an activator of p53 and showed that MEG3 up-regulates the expression of the p53 target gene GDF15 [7]. Interestingly, this study also showed that MEG3 inhibited cell proliferation in a p53-independent manner, indicating that MEG3 functions through an additional pathway. Lu *et al*. also showed that MEG3 inhibits cell proliferation at least partially by the activation of p53 [3]. A more recent study by Mondal *et al*. showed that MEG3 specifically regulates the TGF-β signaling pathway by targeting the chromatin through the formation of RNA-DNA triplex structures [8]. These triplex structures may represent a general mechanism by which MEG3 can interact with chromatin and affect the expression of a variety of target genes. These studies provide an additional link between pRb and p53 regulation and many downstream pathways, such as the TGF-β pathway.

The expression of MEG3 has been shown to be altered in many human cancers, such as non-small cell lung cancer (NSCLC), hepatocellular carcinoma, meningiomas, gastric cancer and pituitary tumors [3, 12, 14, 24, 25]. Therefore, elucidating the mechanisms by which MEG3 expression can be restored will give insight into potential new cancer therapeutics. In this study, we show that treatment with palbociclib, a CDK4/6 inhibitor currently used in the treatment of metastatic breast cancer, increased the expression of MEG3 in the lung cancer cell lines A549 and SK-MES-1. This suggests that palbociclib or other CDK4/6 inhibitors could be used therapeutically to target multiple tumor types that rely on MEG3 regulated pathways for growth. Additionally, these inhibitors could potentially be used in combination with other agents that are currently in clinical use. For example, decreased MEG3 expression has been correlated with cisplatin resistance in NSCLC, and re-expression of MEG3 in cisplatin resistant A549/DDP cells increased the sensitivity to this drug [26]. Patients with NSCLC are commonly treated with cisplatin-based chemotherapies; however acquired resistance to this drug often limits its success. Our results suggest a potential therapeutic utility for CDK4/6 inhibitors in NSCLC, the mechanism of which is related to increased MEG3 expression. In addition to lung cancer, increasing MEG3 expression may also provide a therapeutic benefit in other tumor types. Palbociclib prolongs progression-free survival in advanced stage breast cancer and has been recently approved by the FDA for use in these patients [27]. TGF-β signaling has also been shown to have a major role in breast cancer metastasis, and inhibitors of this pathway are currently undergoing testing in multiple clinical trials [28–30]. Since MEG3 has recently been shown to regulate the TGF-β signaling pathway in breast cancer cells [8], our data indicate that the combinatorial administration of palbociclib with TGF-β inhibitors (e.g. galunisertib) may be of therapeutic benefit to breast cancer patients. Together, since MEG3 potentially regulates multiple downstream pathways, Rb mediated induction of MEG3 may not only be important in the treatment of NSCLC and breast cancer, but in other cancer types that are responsive to palbociclib, and further studies are needed to determine the potential benefit of combinatorial therapies against these cancers.

## Supporting Information

S1 Fig Expression of Gtl2/MEG3 in TKO MEF cells or A549 lung cancer cells. (A) Relative expression of Gtl2 was determined by qPCR in MEFs transfected with either a plasmid encoding mouse Gtl2 or empty vector. (B) Relative expression of MEG3 was determined by qPCR in A549 cells transfected with either a plasmid encoding human MEG3 or empty vector at 48 h.
(TIF) Click here for additional data file.

S2 Fig Confirmation of Rb and p107 knock-down in lung cancer cells by qPCR. Relative expression of Rb or p107 was determined by qPCR in (A) A549 and (B) SK-MES-1 cells transfected with either control or Rb/p107 siRNA for 48 h. *p<0.05. The relative abundance of Rb and p107 in cells treated with control siRNA was set as 1. Results are shown as mean ± S.D. for results from at least three independent experiments.
(TIF) Click here for additional data file.

S3 Fig Confirmation of DNMT1 knock-down in lung cancer cells by qPCR. Relative expression of DNMT1 was determined by qPCR in (A) A549 and (B) SK-MES-1 cells transfected with either control or DNMT1 siRNA for 48 h. *p<0.05. The relative abundance of DNMT1 in cells treated with control siRNA was set as 1. Results are shown as mean ± S.D. for results from at least three independent experiments.
(TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

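RNA of WT, Rb1KO, TKO and TKO-Ras MEFs was measured on 12 Affymetrix MOE430 2.0 arrays, 3 per group, each from 100 ng of total RNA. According to the methods and the submitters' processing notes, the authors imported the array scans into Partek Genomics Suite 6.5 and used RMA for background correction, normalization and summary. The deposited values are 1 number per probe set and array for 45101 probe sets. The paper's text does not name their scale, and their range of 2.18 to 14.92 and near-equal quartiles on every array are those of log2 values. No filter is stated, and every probe set is present on every array.

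The 64 control probe sets of the manufacturer were left out, which leaves 45037. Of these, 34945 carry 1 gene symbol, 932 carry several and 9160 have no gene name in the annotation used. The named ones cover 18193 genes, and 34741 probe sets were matched to a RefSeq table of GRCm38.p6 by gene number, from which the order of neighbouring genes was taken. No genome build is stated for the arrays, so no positions are given. Each gene was read from its probe set with the highest mean over the 12 arrays.

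Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with default settings, 8 residual degrees of freedom), with all 12 arrays in 1 fit and 4 contrasts: TKO against WT, Rb1KO against WT, TKO against Rb1KO, and TKO-Ras against TKO. Tests were 2-sided, and p-values were adjusted by the Benjamini-Hochberg method over the 45037 probe sets. A probe set was called changed at an adjusted p under 0.05, and changes of 2-fold or more were also counted. Every adjusted p of a gene given here is from limma, except where the contrasts of the paper's methods are named as its source. TKO against WT and Rb1KO against WT share the WT arrays, so their results are not independent.

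A total of 27 gene lists, 7 of them markers of other cell types, were written before the data were examined, as were the comparisons, the tests, the alternatives and the rule for naming genes. Of their 640 members 591 were measured. Each list was tested with camera, with a preset correlation between genes of 0.01 and with an estimated one, and with fry, which asks whether the genes of a list move on balance in 1 direction; adjusted p-values of lists are over the lists of 1 comparison. The genes named by this rule are those the paper names and up to 4 called members of each list with the largest change. They also include the 8 highest and 8 lowest log2 fold changes of each comparison. Genes ranked for these had an adjusted p under 0.05, no overlap between the groups' replicates and a mean above background in the higher group. Not all genes named by this rule are given in the text. The most abundant marker of each list of other cell types and the neighbours Mtap and Cdkn2b of Cdkn2a are also named. Genes that the paper names and that did not pass are given for TKO against WT.

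The deposited values hold no detection calls. The background level was set at 5.13, the 95th percentile of 44 olfactory receptor probe sets over the 12 arrays, and 38.4% of probe sets were at or below it on every array. A group with every array at or below this level gives only a lower bound for a fold, computed against the level itself. The share of probe sets above it was 52.9% to 54.2% per array. In a simulation, the comparison of TKO with WT recovered 31.3% of log2 changes of 0.5, 74.6% of changes of 1 and 92.4% of changes of 2, with 7 false calls among 45037 probe sets. The changes were given to only 67, 67 and 66 probe sets, while 8785 were called in the real comparison. The simulated shares therefore need not hold for the real comparison.

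The alternatives were an intensity trend with robust hyperparameters, contrasts without moderation of the variance as in the paper's methods, array weights, the replicate number as a block, only the groups compared in the fit, arrays centred on their median, cyclic loess between arrays, only probe sets above background on at least 3 arrays, the mean of all probe sets of a gene, only probe sets without a suffix, other percentiles for the background, an estimated correlation for camera, and each replicate left out in turn. A probe set of Gtl2 with the smallest p, alone and with the contrasts of the methods, was added after the values were seen. Other packages were statmod 1.5.0, data.table 1.17.8, Python 3.11.15 and matplotlib 3.10.9.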

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

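The tests of neural cells and of adipocytes apart, of Rbl1 and Rbl2 on the arrays labelled Rb1KO, and of a deletion confined to Cdkn2a and Cdkn2b were chosen only after the result was seen.

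Gtl2 (Meg3) was also low on the arrays labelled Rb1KO, which the paper does not describe, with a log2 fold change against WT of -6.09 (adjusted p = 2.2e-08), Rian had one of -5.29 (adjusted p = 1.1e-06), Mirg was at background and at least 1.67-fold lower (adjusted p = 0.0017), and Dlk1 of the same locus did not pass (-0.51, adjusted p = 0.35). A deletion that reaches the neighbouring genes is argued against by the protein-coding neighbours of the Dlk1-Dio3 region above background in WT MEFs, up to 10 per side, whose median log2 fold change in TKO against WT was 0.11 (quartiles -0.02 and 0.36). Cells of another type in the WT cultures stay open. Of 7 lists of their markers, 0 had as many members lower by 2-fold or more in TKO MEFs as not. But markers at background have no fall to show, and most members were not above background in WT MEFs in 5 lists. The outcome needed 9 of the 10 neural and glial markers and 6 of the 8 adipocyte markers above background. In these lists 2 of 18 (1 of them Fabp7, at background in both groups) and 1 of 12 were lower by 2-fold or more. By fry the neural list (adjusted p = 0.0091) and the cartilage and bone list (adjusted p = 0.0082) passed in the downward direction. Few members passed on their own: 3 of 18 neural markers were lower and 1 higher, with a median log2 fold change of 0.04. Of 17 cartilage and bone markers 2 were lower and none higher. The endothelial list (adjusted p = 0.002, 3 of 15 members higher) and the macrophage and leukocyte list (adjusted p = 0.045, 2 of 16 higher) passed fry in the upward direction. None of these lists passed camera (adjusted p = 0.63, 0.09, 0.53 and 0.63, in that order). The epithelial, muscle and adipocyte lists did not pass fry. Of the most abundant marker of each list in WT MEFs, Map2 (neural) was at least 38.3-fold lower, whereas Sox2 of the same list was at least 14.1-fold higher, Col11a1 (cartilage) had a log2 fold change of -1.79 and Cd14 (macrophages) one of 1.25 (adjusted p = 4.7e-04), and Scd1 (adipocytes), Eng (endothelium), Acta1 (muscle) and Krt19 (epithelium) did not pass the test, at 0.47, -0.40, -1.56 and 1.02. The loss of Rb family members, which the design names, may also lower this locus, but neither it nor a deletion confined to the imprinted genes was tested, and both knockouts are compared with the same WT arrays. These WT arrays also differed from both knockouts in Xist, which was below background on every Rb1KO and TKO array. A difference in the origin of the cells was not tested.

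Cdkn2a was low in TKO MEFs, at a log2 fold change of -6.62 against WT (adjusted p = 1.5e-05) and of -7.73 against Rb1KO (adjusted p = 7.7e-06), where the difference between the knockouts was tested directly. A deletion that reaches the neighbouring genes is argued against by Mtap, whose log2 fold change in TKO against WT was 1.14 (95% confidence interval 0.85 to 1.43). Cdkn2b was at background in TKO MEFs, at least 42.6-fold lower than in WT (fitted log2 fold change -5.99), and a deletion confined to the 2 genes and their silencing cannot be told apart, since both can bring Cdkn2b to background. Cdkn2a lay between 4.07 and 6.20 on the TKO arrays, and without TKO replicate 3, the lowest, its log2 fold change was -5.93 against WT and -7.03 against Rb1KO. Selection during culture was not tested.

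Rbl2 was low on the arrays labelled Rb1KO, where it was at background and at least 6.01-fold lower than in WT (fitted log2 fold change -3.54, adjusted p = 1.6e-06). TKO cells under the Rb1KO label are argued against by Rbl1, which was at background in TKO MEFs and at least 12.2-fold lower there than in Rb1KO (fitted log2 fold change -3.96, 95% confidence interval -4.52 to -3.40). Rbl2 was at least 1.25-fold higher in TKO than in Rb1KO (fitted log2 fold change 1.27), and a second deletion in the Rb1KO line and lower transcription of Rbl2 cannot be told apart, since both can bring it to background, below which the arrays show no difference.

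In Rb1KO against WT, 10183 probe sets changed, and in TKO-Ras against TKO, 2553 changed; the paper does not describe the Rb1KO and TKO-Ras arrays. For each comparison 1 of 10 splits of its arrays, the real one, gave as large a count, and 10 splits are too few for a share under 0.05; the real count and the highest of the others were 8785 and 3 for TKO against WT, 10183 and 0 for Rb1KO against WT, 3231 and 0 for TKO against Rb1KO, and 2553 and 37 for TKO-Ras against TKO. Xist, a gene outside those the paper discusses, was 10.73, 8.79 and 11.58 on WT replicates 1, 2 and 3 and at background in TKO MEFs, at least 37.6-fold lower (64.9 without WT replicate 2, 24.7 without WT replicate 3; fitted log2 fold change -5.47, adjusted p = 2.9e-05). Eif2s3y, on the Y chromosome, was 8.63 and 9.12 on WT replicates 1 and 2, at 4.91 below background on WT replicate 3, and at background in TKO MEFs, at least 5.36-fold lower (13.4 without WT replicate 3, 3.11 without WT replicate 2; fitted log2 fold change -4.39, adjusted p = 0.0026). Hoxd13, at background in WT MEFs, was at least 68.1-fold higher in TKO against WT (fitted log2 fold change 7.31, adjusted p = 1.0e-09), and Mycn had a log2 fold change of 6.56 in TKO-Ras against TKO (adjusted p = 1.8e-10). Of 28 p53 targets, 12 were higher in TKO than in Rb1KO in a direct test, and 7 were without TKO replicate 3.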

How the results depend on the processing

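The probe set of Gtl2 with the smallest p was chosen only after the result was seen. The fall of Gtl2 (Meg3) in TKO against WT kept its direction and passed the test under all 18 alternatives (log2 fold change -7.10 to -4.21, and at least 257-fold lower on the probe set without a suffix, at background in TKO MEFs; highest adjusted p 8.1e-06), and so did its fall in Rb1KO against WT under all 16 (-7.17 to -3.76). In TKO against Rb1KO, where the value was -0.92, Gtl2 did not pass with the mean of all probe sets (-0.45, adjusted p = 0.098) or with the contrasts of the methods (-0.92, adjusted p = 0.062), and ran from -1.12 to -0.73 with 1 replicate left out, not passing without Rb1KO replicate 2, Rb1KO replicate 3 or TKO replicate 1; the cause was not tested beyond the fewer arrays. The background level of 5.13 was 3.84 at the median and 5.82 at the 99th percentile of the olfactory receptor probe sets. With an estimated correlation 0 gene lists passed camera in every comparison, against 11 (TKO against WT), 9 (Rb1KO against WT), 6 (TKO against Rb1KO) and 6 (TKO-Ras against TKO) with the preset one. For TKO against Rb1KO, 3 lists passed with the mean of all probe sets and 3 to 7 with 1 replicate left out, the fewest without TKO replicate 2. Changed probe sets in TKO against Rb1KO numbered 5512 with array weights and 2077 to 2533 with 1 replicate left out, the fewest without TKO replicate 2, and without Rb1KO replicate 3 they numbered 2094; in TKO-Ras against TKO they numbered 4431 and 1339 to 2210, and were 1533 without TKO replicate 3, 1487 without TKO-Ras replicate 1 and 1495 without TKO-Ras replicate 3. The other counts of changed probe sets stayed within 1.5 times. The balance of higher and lower probe sets depended on the normalization: in Rb1KO against WT, 5646 higher and 4537 lower turned to 4271 and 5596 with cyclic loess, and in TKO against WT, 4725 and 4060 turned to 3988 and 4761 with it and became 5737 and 3585 with arrays centred. Among 5315 values of 336 named genes and comparisons under an alternative, 4817 kept their direction and call, 476 no longer passed, 9 now passed and 13 turned. Of those that turned, Actb in TKO against WT, 0.02 at first, was -0.0103 with array weights, -0.113 with loess, -0.0316 with the mean of all probe sets and -0.0833 without suffixed probe sets, and ran from -0.0271 (without WT replicate 3) to 0.0492 with 1 replicate left out; Cdk6, -0.10 at first, was 0.0482 with the mean and ran from -0.478 to 0.121 with 1 replicate left out, above 0 without WT replicate 1 or WT replicate 2; and without suffixed probe sets, calls turned and were lost for Birc3 in TKO against WT (0.83 to -0.17) and in TKO-Ras against TKO (-1.11 to 0.13), Fabp4 in Rb1KO against WT (-2.33 to 0.0383) and in TKO-Ras against TKO (-2.80 to 0.0423), and Plagl1 in TKO against Rb1KO (at least 14.1-fold higher to a log2 fold change of -0.0713); the cause was not tested. Whether replicate numbers pair the arrays could not be decided, since no level expected without pairing was set. Of 18 correlations between same-numbered arrays of different groups, 8 were over 0.1 (-0.207 to 0.311). The same-numbered array was the best match in 6 of the 18. The 38.4% of probe sets at or below background on every array can show no fall.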

Differences from the paper's values

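The probe set 1452183_a_at was tried only after the result was seen. The paper's fold decrease of Gtl2 in TKO MEFs is 76, and the value here is 128.6, on the probe set with the highest mean. All 16 alternatives set before the data were examined differ from it by over 1.5 times. They gave 117 to 136.9 with 1 replicate left out, 123.9 with arrays centred, 134.9 with cyclic loess, 129.8 with array weights, 18.6 with the mean of all probe sets and at least 257 on the probe set without a suffix (1452905_at, at background in TKO MEFs), and 128.6 with the alternatives that change only the test or the filter. The paper's p for Gtl2 is 4e-13, without a statement of whether it is adjusted, and the unadjusted p here is 1.0e-12 from limma (adjusted p = 8.0e-09). Of the alternatives set before the data were examined, 1, the intensity trend with robust hyperparameters, lies within 1.5 times of it (2.8e-13), and the other 15, among them the contrasts of the methods (1.3e-09), do not. On 1452183_a_at with the contrasts of the methods, a setting chosen after seeing the values, the fold was 109.7 and the p was 3.2e-13, both within 1.5 times of the paper's values, and no item that the paper calls is dropped by it. On that probe set with limma the fold was the same and the p was 3.6e-16. The paper's text does not name the probe set. The direction, lower in TKO MEFs, is that of the paper under every setting.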

Other observations

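Genes of DNA methylation, inflammation, position and imprinting also changed in TKO against WT MEFs. Of 20 genes of DNA methylation and demethylation, 6 rose and none fell (7 rose when adjusted over the list alone). Dnmt1, the maintenance methyltransferase that the paper studies in other cells, rose from 9.79 ± 0.16 to 11.06 ± 0.18 (SD, n = 3; log2 fold change 1.27, adjusted p = 2.9e-05 from limma); Uhrf1, which brings it to DNA, rose by 2.17 and the remodeller Hells by 1.92. Of 28 chemokines and inflammatory genes, 12 rose and 1 fell (14 and 1 adjusted over the list alone): Cxcl5 was at least 195-fold higher and Ccl2 rose by 3.90. Of 33 Hox genes, which mark position along the body, 10 rose and 3 fell (11 and 4 adjusted over the list alone), and Hoxd13 was at least 68.1-fold higher. Of 41 other imprinted genes, 13 fell and 3 rose (16 and 3 adjusted over the list alone), and Peg3 and Ndn had log2 fold changes of -3.66 and -3.37. Of 31 genes of the TGF-beta pathway and targets, 9 fell and 1 rose (10 and 1 adjusted over the list alone), with Ltbp2 at -3.91 and Cnn1 at -3.87 (-4.92 without WT replicate 3, -3.24 without WT replicate 2). By camera these 5 lists passed with the preset correlation (adjusted p = 0.014, 9.1e-04, 0.011, 0.0017 and 0.0013) and did not with the other (adjusted p = 0.19, 0.21, 0.25, 0.15 and 0.16 with an estimated correlation). By fry the first 3 lists moved up and the last 2 down (adjusted p = 9.4e-05, 1.4e-04, 3.2e-06, 4.95e-04 and 0.0034). Without WT replicate 3, which stands apart from the other WT arrays, 7 Hox genes were lower, 3 chemokines and inflammatory genes were lower, and 14 genes of the TGF-beta pathway and targets were lower and 4 higher. With any other replicate of these groups left out 0 Hox genes were lower, and without TKO replicate 1, 8 other imprinted genes were lower. Igfbp2 fell from 13.95 ± 0.43 to 4.66 ± 1.18 (SD, n = 3; adjusted p = 2.9e-07 from limma), a mean below background, and Efemp1 was at least 137-fold lower. None of the lists of markers of other cell types passed camera in TKO against WT. By fry the endothelial (adjusted p = 0.002, 3 of 15 members higher) and macrophage and leukocyte (adjusted p = 0.045, 2 of 16 higher) lists passed in the upward direction. The cartilage and bone (adjusted p = 0.0082) and neural and glial (adjusted p = 0.0091) lists passed fry in the downward direction. In them 2 of 17 members were lower and none higher, and 3 of 18 were lower and 1 higher.

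On the arrays labelled Rb1KO, which are compared with the same WT arrays, all 32 DNA replication genes rose, as did 15 of 18 G1/S regulators and 28 of 29 mitosis genes (32, 16 and 28 adjusted over the list alone); none of these fell. Of 35 extracellular matrix genes 19 fell, of 28 p53 targets 14 fell, and none of either rose. Adjusted over the list alone 21 matrix genes and 14 p53 targets fell. The camera calls of these lists (adjusted p = 1.1e-23, 7.8e-07, 5.8e-16, 2.9e-11 and 1.6e-04) were lost with the other correlation (adjusted p = 0.13, 0.13, 0.17, 0.055 and 0.30 with an estimated correlation). By fry the first 3 lists moved up and the last 2 down (adjusted p = 3.7e-06, 3.25e-05, 3.25e-05, 3.7e-06 and 0.00915). Of the lists of markers of other cell types, the endothelial (adjusted p = 0.0069) and epithelial (adjusted p = 0.037) lists passed fry in the upward direction. Few members passed on their own: 3 of 15 endothelial markers were higher and 1 lower, with a median log2 fold change of -0.01. Of 18 epithelial markers 1 was higher and none lower. The other marker lists did not pass fry. None of the marker lists passed camera (adjusted p = 0.82 for the endothelial and 0.60 for the epithelial list). Igfbp2 was at least 450.1-fold lower and Plagl1, an imprinted growth regulator, at least 105.5-fold lower. Dnmt1 was 11.36 ± 0.12 (SD, n = 3; log2 fold change 1.57, adjusted p = 5.9e-06 from limma). The p53 targets Trp53inp1 and Cdkn1a had log2 fold changes of -3.89 and -2.46 (-3.12 for Cdkn1a without WT replicate 3), and Eda2r, at background, was at least 5.66-fold lower (10.8 without WT replicate 3). In TKO against Rb1KO, 12 of 28 p53 targets were higher and none lower (14 and 1 adjusted over the list alone). The list passed camera with the preset correlation (adjusted p = 1.5e-05) and did not with the other (adjusted p = 0.49 with an estimated correlation). It moved up by fry (adjusted p = 0.012). Trp53inp1 had a log2 fold change of 3.49 and Cdkn1a one of 2.52, and Eda2r was at least 6.21-fold higher. Without TKO replicate 3, 7 p53 targets were higher. Between the same groups, the cartilage and bone (adjusted p = 0.00945) and neural and glial (adjusted p = 0.0403) marker lists passed fry in the downward direction. In them 4 of 17 members were lower and 1 higher, and 1 of 18 was lower and 1 higher. The other marker lists did not pass fry. None of the marker lists passed camera (adjusted p = 0.29 for cartilage and bone and 0.66 for neural and glial).

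In TKO-Ras against TKO, 13 of 29 genes of Ras/ERK feedback and targets rose and 1 fell (14 and 2 adjusted over the list alone), among them the phosphatases Dusp4 (log2 fold change 3.16, a call lost without any 1 replicate) and Dusp6 (2.50), with the feedback inhibitor Spry4 at least 2.99-fold higher; without TKO replicate 3, TKO-Ras replicate 1 or TKO-Ras replicate 3, 6, 7 and 7 rose. Of 35 extracellular matrix genes 15 fell and 1 rose (21 and 4 adjusted over the list alone), with Postn at -4.37 (-5.32 without TKO replicate 1; a call lost without TKO replicate 2, TKO replicate 3 or TKO-Ras replicate 3), Ogn at -3.55 and Dcn at -3.49 (-4.36 without TKO replicate 1, -2.86 without TKO replicate 2; a call lost without TKO replicate 2, TKO replicate 3 or TKO-Ras replicate 1). Of 28 chemokines and inflammatory genes 13 fell and none rose (16 lower and 2 higher adjusted over the list alone), with Cxcl5 at -6.27, Cxcl1 at -4.76 and Il6 at least 10.2-fold lower (23.9 without TKO replicate 1, 4.15 without TKO replicate 2), a call lost without any 1 replicate other than TKO replicate 1. By camera these lists passed with the preset correlation (adjusted p = 4.7e-04, 2.6e-10 and 2.5e-08) and did not with the other (adjusted p = 0.73, 0.062 and 0.17 with an estimated correlation). By fry the matrix and chemokine lists moved down (adjusted p = 3.1e-04 and 0.0015) and the Ras/ERK list did not pass (adjusted p = 0.086). Lists of the interferon response (0 higher and 4 lower of 33; adjusted p = 2.3e-06), of the TGF-beta pathway and targets (0 and 9 of 31; adjusted p = 8.2e-05) and of neural and glial markers (1 and 0 of 18; adjusted p = 0.026) also passed camera with the preset correlation and did not with the other (adjusted p = 0.73, 0.17 and 0.64 with an estimated correlation), and adjusted over the list alone 8 interferon genes and 9 TGF-beta genes were lower and 2 neural markers higher. By fry the TGF-beta list moved down (adjusted p = 0.0054), the neural list up (adjusted p = 0.034), and the interferon list did not pass (adjusted p = 0.26). Without TKO replicate 2, 1 interferon gene and 4 TGF-beta genes were lower; without TKO replicate 3, 2 and 5; without TKO-Ras replicate 1, 2 interferon genes; without TKO replicate 1, 5 TGF-beta genes; and without TKO-Ras replicate 3, 4 TGF-beta genes. Mycn rose from 6.62 to 13.18, and the adhesion protein Cdh11 was at least 87.2-fold lower. Gtl2 (Meg3) was 6.03 ± 0.31 (SD, n = 3) in TKO-Ras MEFs and its log2 fold change against TKO was 0.19 (adjusted p = 0.67 from limma). Of 32 DNA replication genes 1 fell and none rose, and without TKO replicate 1, TKO replicate 2 or TKO-Ras replicate 3 none fell.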
